A study of Escherichia coli str. K-12 substr. DH10B with 8 samples.

How the data were processed

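Genomic DNA of E. coli DH10B was examined in 8 libraries, 1 for each combination of dose (0 or 0.2 mM hydrogen peroxide), enzyme arm (EndoIV or negative control) and preparation (NT or TdT). Groups were taken from the sample titles. Per the labels' protocols, exposed cells were kept with hydrogen peroxide at ambient temperature before DNA extraction, the DNA was cut with 3 combinations of restriction enzymes, and breaks already present were blocked with phosphatase and chain-terminating nucleotides before EndoIV was added. The growth protocol lists other concentrations and not 0.2 mM, so the dose rests on the titles. The labels do not settle what the negative control lacked: the titles contrast it with EndoIV, whereas the NT protocol describes a control without DNA polymerase I. The protocol text as read here describes the NT steps and ends before those of the TdT preparation.

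The deposited 5′-end files hold a count of read 5′ ends at each position of one strand, and the deposited coverage files hold a coverage signal, the number of reads over each position; both are whole numbers without scaling, judged from the file names and values. Aligner, read filters and the handling of duplicates and of reads with several matches are not stated in the labels. Whether PCR copies of one molecule were counted as separate ends is therefore not known. The files name the DH10B chromosome, with 4686137 positions, and a plasmid of 2961 positions as references. Positions are given as listed, counted from 1, and whether they mark the 5′ end of the read was checked on the 100 tallest positions per strand and library. At all 700 forward-strand and 800 reverse-strand positions the coverage stepped up on the side of a read's 5′ end, with library medians of 0.999 to 1.00 reads per listed end, so a listed position is the leftmost base of a forward read and the rightmost base of a reverse read. The forward-strand 5′ ends of the TdT EndoIV library at 0 mM on the chromosome were not analysed here; comparisons with that library used the reverse strand alone. Coverage over ends ranged from 115 to 131 positions per end.

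All values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. Depth was the sum of ends per library. Shares of ends were given exact Clopper-Pearson 95% intervals, which cover counting error only. Sites were called by a rule of size because each group had 1 library: at least 10 ends in the EndoIV library and (EndoIV + 1) / (scaled control + 1) of at least 4, per position and strand, the control being scaled by the ratio of total chromosome ends over the strands used. The exchange of the libraries gave control-enriched calls as background, and Poisson draws from the pooled profile gave the calls that counting noise makes. For the comparison of doses the 4 libraries of a preparation were binomially thinned with a fixed seed to the smallest total. The interval of a ratio of counts came from the exact binomial interval of their share. Distinct positions were counted on the reverse strand, the one used for all 8 libraries, after thinning to 2319610 ends.

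The rule was tested on simulated data. On one strand of 4686137 positions per contrast, 200 sites were planted in counts drawn from the real control profile, 100 of them at 8-fold and the rest at 16-fold. They were planted only at positions where the control already had ends, within a set range. Positions without control ends could give neither a planted site nor a false call. The values below therefore do not describe sites called where the control has no end. The rule recovered 95% (NT, 0 mM), 97% (NT, 0.2 mM), 98% (TdT, 0 mM) and 90% (TdT, 0.2 mM) of the 8-fold sites and 100% of the 16-fold sites in each contrast. In the same draws it also called 4519, 8204, 39 and 734 positions that were not planted, and 177, 237, 4 and 2 with the libraries exchanged, so that unplanted calls outnumbered planted ones in each contrast but TdT at 0 mM.

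Coincidence of NT and TdT sites was counted at offsets from -50 to 50 on both strand relations. The relation set beforehand for NT and TdT reads of a single nick was opposite strands and neighbouring positions. The plan was nevertheless to keep the offset with the largest count at 0.2 mM and apply it to 0 mM, which was done. Counts were set beside 1000 random shifts of the site list around the chromosome, and beside 1000 shifts by 1000 to 10000 positions in either direction, which keep the regional density. Uncalled NT positions matched on strand and on the summed ends of both libraries, or on EndoIV ends alone, served as a further comparison; an uncalled position cannot match a called one on both libraries separately. Regional log2 ratios were computed in 10 kb bins with 1 added to each bin, and correlated by Pearson and Spearman as a description; the interval is a bootstrap over bins (1000 draws) that treats neighbouring bins as independent. The coverage profile was a least-squares fit of a straight rise and fall on the circle to log2(median coverage + 1) in 100 kb bins.

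The sites named were fixed by rule before the data were examined: the 10 positions with the largest smaller-of-both-preparations log2 ratio at 0.2 mM among positions passing the rule in NT and, at the fixed offset, in TdT; on the plasmid, the tallest position of each strand and library. The tallest TdT chromosome positions were singled out after their values were seen. The site rule, thinning, shifts around the chromosome, bin correlation and plasmid shares were also fixed before the data were examined. Counts of distinct positions, shares of the tallest positions, local shifts, recurrence by direction, matched positions, the coverage profile and an exact sign-flip test over the 4 pairs of EndoIV and control libraries were added afterwards. Alternatives were another minimum of ends (5 or 20), ratio (2 or 8), pseudocount (5), scaling by the median ratio over 10 kb bins, a local-peak requirement (most ends within 5 positions and at least 2 times the mean of these neighbours), a binomial test with Benjamini-Hochberg adjustment at 0.05, no thinning, another seed, a partner within 2 positions, other bin sizes (1 and 100 kb), coverage in place of ends and each position counted once. No genome sequence or annotation of this build was used here. The planned base at each site, the shares of ends in genes, on coding strands and at restriction cuts, the ratio of origin to terminus and the exclusion of repeated sequence were therefore not run, and no gene is named.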

Results

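Escherichia coli DH10B, a laboratory strain used for cloning, was either left unexposed (0 mM) or exposed to hydrogen peroxide at the 0.2 mM named in the sample titles, and strand breaks made in the extracted DNA were mapped to single positions by Nick-seq. The series concerns genomic maps of DNA damage. Endonuclease IV (EndoIV) cuts DNA next to abasic sites, which are positions that have lost their base, so that each such site becomes a nick. Each of the 2 doses had an EndoIV library and a negative control library, and each of these was prepared by nick translation (NT), in which DNA polymerase I copies nuclease-resistant DNA onward from the nick, and by a method that depends on terminal deoxynucleotidyl transferase (TdT), an enzyme that adds nucleotides to a free 3′ end. What the negative control lacked is not settled by the labels. The 8 libraries formed 8 groups of 1 library. No value below has a replicate, no test between conditions was made on replicates. Intervals of shares and of ratios of counts are exact (Clopper-Pearson) 95% intervals that cover counting error only, and those of correlations are bootstrap intervals over bins.

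The chromosome libraries of the NT preparation held 10471917 read 5′ ends in the control and 19589510 in the EndoIV library at 0 mM, and 18096537 and 37120446 at 0.2 mM. The TdT libraries held 4178539 ends in the control at 0 mM, 4072914 in the control at 0.2 mM and 16665647 in the EndoIV library at 0.2 mM. For the TdT EndoIV library at 0 mM only the reverse strand was analysed here, with 3361863 ends. In both preparations and at both doses the EndoIV library was therefore the deeper one where both strands could be counted, by a factor of 1.87 (0 mM) and 2.05 (0.2 mM) in NT and 4.09 in TdT at 0.2 mM. Mean coverage summed over both strands was 279 and 526 reads per position in the NT control and EndoIV libraries at 0 mM and 443 and 910 at 0.2 mM. In TdT it was 106 and 146 at 0 mM and 106 and 464 at 0.2 mM.

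The preparations differed in how the ends were spread. At full depth, ends lay at 27.6% of strand positions in the NT control and 41.9% in the NT EndoIV library at 0 mM, and at 41.6% and 57.3% at 0.2 mM. In TdT they lay at 1.27% of positions in the control at 0 mM, 3.14% in the EndoIV library at 0 mM, 2.12% in the control at 0.2 mM and 31.9% in the EndoIV library at 0.2 mM. Because these shares rise with depth, all 8 libraries were thinned to 2319610 reverse-strand ends. At that depth the NT libraries had 867822 (control) and 940843 (EndoIV) distinct positions at 0 mM and 1032441 and 1042537 at 0.2 mM, which gave EndoIV-over-control ratios of 1.08 and 1.01. The TdT libraries had 59473 and 110259 distinct positions at 0 mM and 101104 and 691268 at 0.2 mM, with ratios of 1.85 and 6.84. The largest move was that of the TdT ratio at 0.2 mM, to 1.36, when the 1000 tallest positions of each library were left out. The TdT ratio at 0 mM was 1.51 under that setting, which also lowered the depth to 149853 ends per library; at that depth with all positions kept, the TdT ratios were 1.42 at 0 mM and 7.97 at 0.2 mM. The NT ratios lay on the other side of 1 in both, at 0.99953 and 0.984 and at 0.982 and 0.939, and thinning to 1000000 ends took the NT ratio at 0.2 mM to 0.973.

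**Figure D1:**
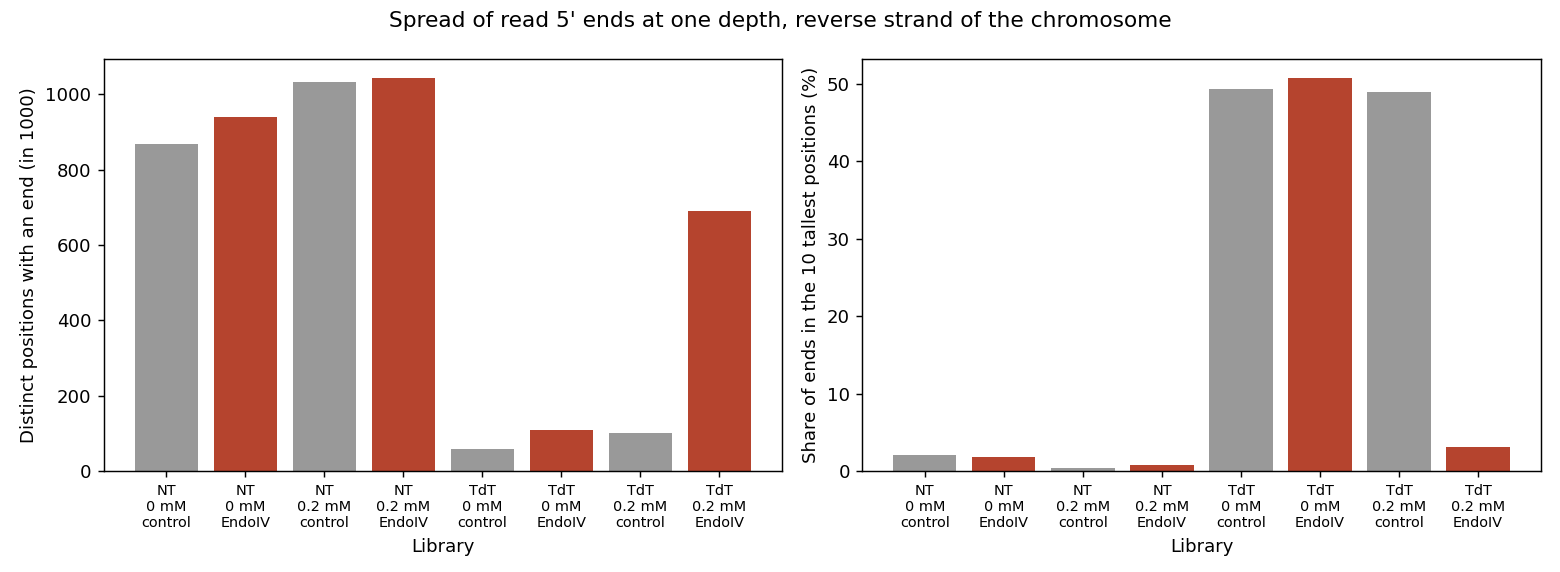
Left, number of distinct reverse-strand chromosome positions (in units of 1000) with at least 1 read 5′ end, and right, percent of ends in the 10 tallest positions, for each of the 8 libraries thinned to 2319610 ends; grey bars are controls, red bars EndoIV libraries, 1 library per bar. Of the TdT libraries, the EndoIV library at 0.2 mM has 691268 distinct positions and 3.17% of its ends in the 10 tallest, against 59473 to 110259 positions and 48.9% to 50.7% in the other libraries of that preparation.

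A few positions held much of the TdT libraries. At the common depth the 10 tallest reverse-strand positions took 49.3% and 50.7% of ends in the control and EndoIV libraries at 0 mM and 48.9% in the control at 0.2 mM, but 3.17% in the EndoIV library at 0.2 mM. In NT the shares were 2.13% and 1.82% at 0 mM and 0.370% and 0.872% at 0.2 mM. The tallest TdT position, 3803537 on the reverse strand, held 505796 ends in the control at 0 mM, which was 21.2% [21.1–21.2] of that strand. It held 20.9% in the EndoIV library at 0 mM, 20.1% in the control at 0.2 mM and 1.37% (116220 ends) in the EndoIV library at 0.2 mM, whereas the NT libraries had 5 to 25 ends there. Any pair of TdT libraries shared 7 to 9 of their 10 tallest reverse-strand positions, and no NT library shared any of its 10 with a TdT library. At the 100 tallest reverse-strand positions of the TdT control, the EndoIV library had 1.40 times the control's ends at 0 mM and 0.228 times at 0.2 mM. Elsewhere on the strand the ratio was 1.42 at 0 mM and 15.1 at 0.2 mM.

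Coverage along the chromosome followed a single rise and fall in all libraries. A 2-arm profile was fitted to the log2 median coverage of 46 bins of 100 kb. In NT the fitted peak lay in the bin centred on position 4050000 in 3 libraries and on 3950000 in the EndoIV library at 0.2 mM, and the trough lay at 1650000 in all 4. The fitted peak-to-trough ratio was 4.07 (control) and 3.87 (EndoIV) at 0 mM and 3.96 and 3.70 at 0.2 mM. In TdT the ratio was 2.30 and 3.11 at 0 mM and 2.87 and 3.82 at 0.2 mM, but the median bin of the first 3 of these libraries had a coverage of only 2, 6 and 4 reads, so that their profiles moved in whole-read steps.

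**Figure D2:**
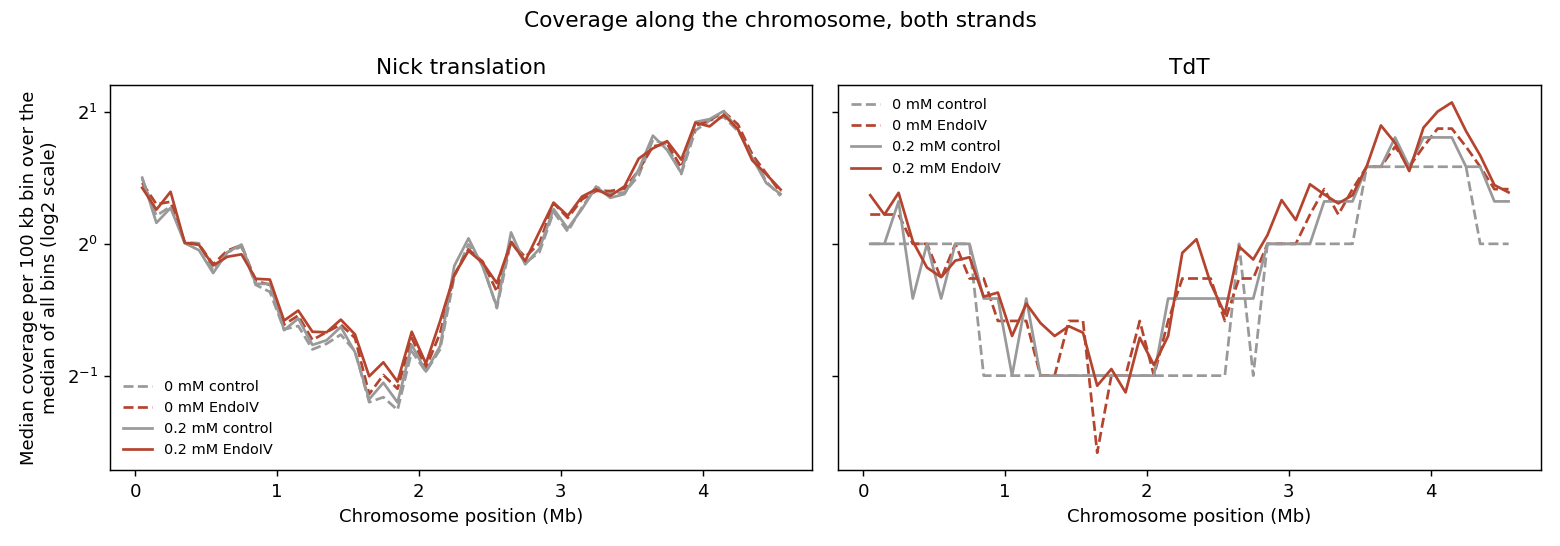
Median coverage of both strands per 100 kb bin, divided by the median over bins (log2 axis), against chromosome position (Mb), for the 4 NT libraries (left) and the 4 TdT libraries (right); dashed lines are 0 mM, solid lines 0.2 mM, grey controls, red EndoIV. The fitted peak-to-trough ratios are 3.70 to 4.07 in NT and 2.30 to 3.82 in TdT.

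To ask where EndoIV produced ends, a position was called a site when it had at least 10 ends in the EndoIV library and an EndoIV-over-control ratio of at least 4, after scaling the control by total ends and adding 1 end to each side. The same rule with the libraries exchanged gave the background. In NT, 31432 EndoIV-enriched sites (0.335% of strand positions) stood against 9663 control-enriched ones at 0 mM, and 120132 (1.28%) against 52365 at 0.2 mM. Counting noise alone, simulated from the pooled profile of each pair at its unequal depths, gave 7548 EndoIV-enriched and 289 control-enriched calls at 0 mM and 15796 and 439 at 0.2 mM. As a fold change, the NT count at 0 mM was moved most by a pseudocount of 5 ends, to 5152 sites against 280. A conditional binomial test of the same pairs of libraries, at a Benjamini-Hochberg adjusted level of 0.05, reversed the order of both NT contrasts, with 5652 EndoIV-enriched against 7073 control-enriched positions at 0 mM and 41150 against 94942 at 0.2 mM. This reversal held only at the unequal depths: with the libraries thinned to one depth, the same test gave 4522 against 2137 and 16735 against 12999. That test compares the libraries and not the conditions.

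In TdT, 322 sites stood against 69 control-enriched ones at 0 mM on the reverse strand, and 216151 (2.31% of positions on both strands) against 7043 at 0.2 mM. Counting noise alone gave 30 and 2 calls at 0 mM and 9626 and 12 at 0.2 mM. The binomial test again reversed the order at 0 mM, with 132 against 353 positions, and kept it at 0.2 mM, with 72866 against 8371. Scaling by the median ratio over 10 kb bins raised the TdT factor at 0.2 mM from 4.09 to 25.2 and left 202113 sites against 7922. That is a weak check, since scaling changes nothing where the control has no end, and this control had ends at only 2.12% of positions. At 0 mM it changed the factor from 1.41 to 1.77 and the calls to 259 against 114.

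The doses were compared only after the 4 libraries of each preparation were thinned to one depth. With 10471917 ends per NT library, 9292 EndoIV-enriched sites were called at 0 mM and 22835 at 0.2 mM, a ratio of 2.46 [2.40–2.52]. Control-enriched calls outnumbered them at both doses, with 11096 and 30072, so that EndoIV-enriched over control-enriched calls came to 0.837 and 0.759. The order depended on the rule. With a pseudocount of 5 ends in place of 1, there were 1691 EndoIV-enriched against 487 control-enriched sites at 0 mM and 7294 against 4362 at 0.2 mM, ratios of 3.47 and 1.67, and the dose ratio rose to 4.31. A minimum of 20 ends (1.59 and 1.24), a ratio of at least 8 (1.23 and 1.09) and the binomial test at one depth (4522 against 2137 and 16735 against 12999) also put the EndoIV-enriched calls first. With 2319610 reverse-strand ends per TdT library, 154 sites were called at 0 mM against 90 control-enriched ones, and 33897 at 0.2 mM against 3347. The TdT dose ratio was 220 [188–260] and ranged from 91.2 to 558 over the alternatives. Thinning equalised the total ends of these libraries, and not the ends outside their tallest positions. Before thinning, the EndoIV library at 0 mM had 2655951 reverse-strand ends at the 100 tallest control positions and 705912 elsewhere. At 0.2 mM it had 408175 and 8046159. The dose ratio therefore does not compare equal numbers of ends outside the tallest positions.

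**Figure D3:**
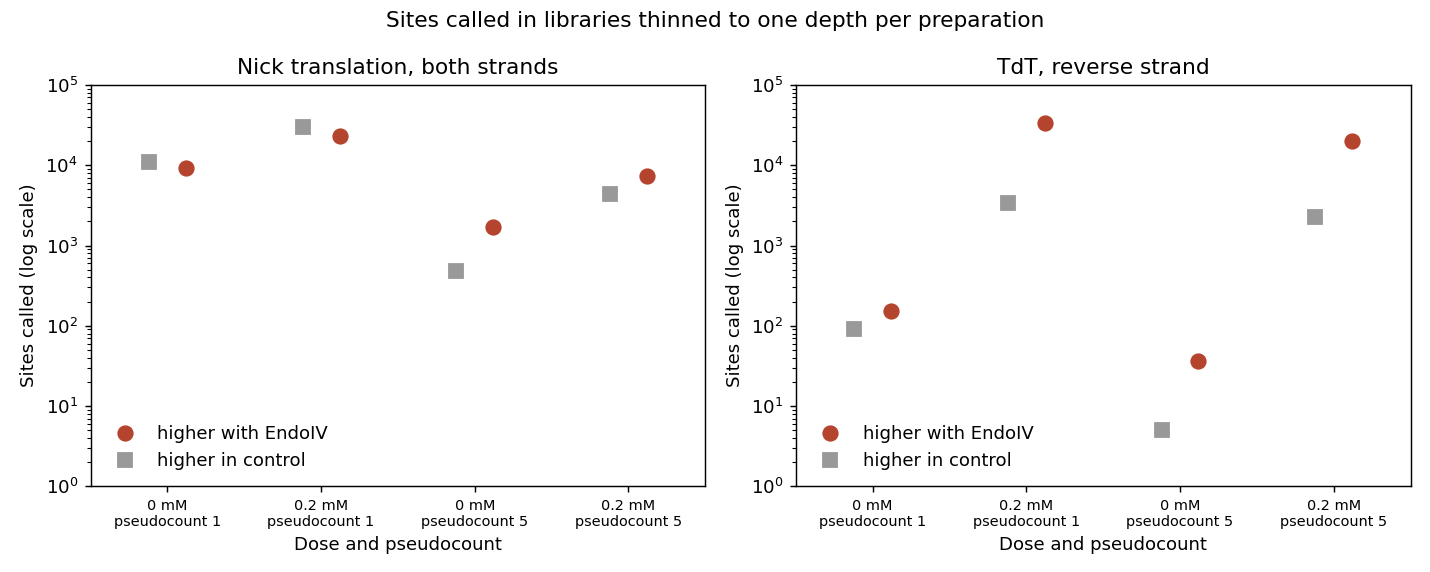
Number of sites called (log axis) in libraries thinned to one depth per preparation, with a pseudocount of 1 or 5 ends at each dose; red circles are sites higher with EndoIV, grey squares sites higher in the control. In NT (left) the control-enriched calls exceed the EndoIV-enriched ones with a pseudocount of 1 (11096 against 9292 at 0 mM) and fall below them with 5 (487 against 1691); in TdT (right) the EndoIV-enriched calls are higher in each case.

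Whether the same NT positions recurred at both doses was examined next, since the contrasts share no library. Of the 31432 NT sites at 0 mM, 7131 (22.7%) were also called at 0.2 mM, which was 15.8 times the mean of 1000 random shifts of the list by 1000 to 10000 positions. Control-enriched positions recurred as well, with 1453 of 9663 (15.0%), or 23.1 times the shift mean. Recurrence across directions was lower, with 385 positions EndoIV-enriched at 0 mM and control-enriched at 0.2 mM (1.90 times) and 201 the other way (1.45 times). At one depth the same-direction values were 104 times for EndoIV-enriched sites (2711 of 9292, 29.2%) and 32.1 times for control-enriched ones (1372 of 11096, 12.4%), the shift means having fallen with the shorter lists from 450 to 26.0 and from 62.8 to 42.8 positions, and the opposite-direction values were 2.02 and 1.07. Over the 469 bins of 10 kb, the NT log2 ratio of EndoIV over control at 0 mM correlated with that at 0.2 mM (Pearson r = 0.726, Spearman rho = 0.693); bins within a library are not independent replicates, and no p-value was computed.

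The preparations were then compared with each other. At 0.2 mM, NT sites were set against TdT sites at 202 combinations of strand and offset. The largest count was on the same strand at an offset of 2 positions along the read, where 9339 NT sites (7.77%) had a TdT site, 3.07 times the mean of the local shifts. This maximum stood on a broad rise and not alone: the opposite strand reached 7704 at an offset of -11 and still had 5727 at -1, and the median over all offsets was 3712.5. The relation set beforehand for reads of a single nick, opposite strands at neighbouring positions, was therefore not the one with the most coincidences. Control-enriched NT positions coincided less, with 2189 of 52365 (1.60 times). NT positions called in neither direction, matched to the NT sites on strand and on the summed ends of both libraries (whose split between the libraries differs by construction), coincided 2.45 times as often as their shifts, and those matched on EndoIV ends alone 3.10 times. A like number of the tallest NT control positions (120913, with at least 20 ends each) coincided 4.75 times as often. The same offset applied to the reverse strand at 0 mM gave 7 of 15500 NT sites, against a mean of 1.03 over 1000 shifts around the chromosome, of which 1 gave as many.

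**Figure D4:**
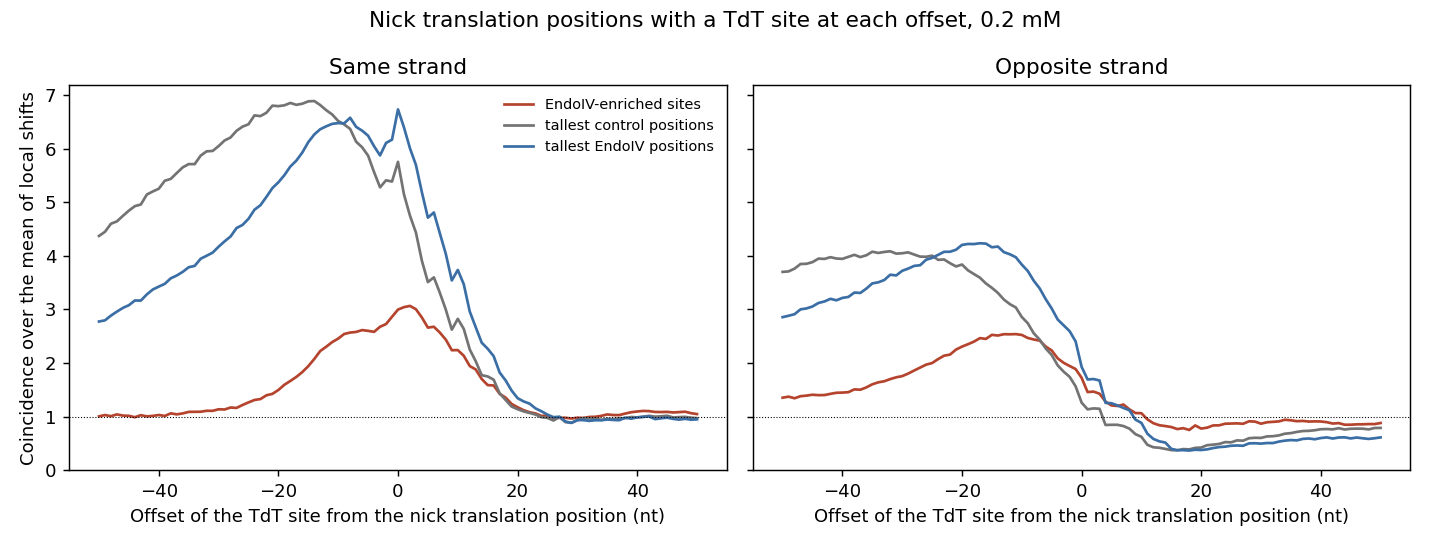
Coincidence of NT positions with TdT sites at 0.2 mM, divided by the mean of 1000 local shifts, against the offset of the TdT site (nucleotides along the NT read) on the same strand (left) and the opposite strand (right); red, EndoIV-enriched NT sites, grey and blue, a like number of the tallest NT control and EndoIV positions, dotted line, the shift mean. All 3 curves are broad. At the offset of 2 on the same strand the EndoIV-enriched sites reach 3.07, the tallest control positions 4.75 and the tallest EndoIV positions 6.01. The tallest control positions have their same-strand maximum elsewhere, 6.89 at -14, as do the tallest EndoIV positions, 6.73 at 0.

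Regional log2 ratios of EndoIV over control did not rise together in the preparations. Over 469 bins of 10 kb, Pearson r between NT and TdT was -0.0282 at 0 mM (Spearman rho -0.0268) and -0.148 at 0.2 mM (rho -0.143), the 0 mM value within the bootstrap interval around 0 (-0.126 to 0.0634) and that at 0.2 mM between -0.244 and -0.0562. Counting each position once reversed the value at 0.2 mM, to 0.159.

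The 10 positions with the largest log2 ratio in the weaker of the 2 preparations at 0.2 mM are given as listed on the DH10B chromosome used by the files, whose 4686137 positions count from 1; the genes there were not analysed here. The first was reverse-strand position 3579621, with 161 NT ends against 0 in the control (log2 ratio 7.34), and 459 TdT ends against 0 at position 3579619. It had 45 NT ends against 11 at 0 mM (log2 ratio 1.09). Positions 3789294, 3789295 and 3789298 on the reverse strand formed a cluster, with 3364, 4119 and 4075 NT ends against 15, 19 and 16. Their TdT partners, taken at the same-strand offset of 2, had 862, 297 and 104 ends against 0. At 0 mM the NT libraries had 1328, 1305 and 1578 ends there against 24, 18 and 54. Reverse-strand positions 2861281 and 2861291 lay close together, with 384 NT ends against 2 and 1640 against 8 at 0.2 mM. At 0 mM they had 155 against 3 and 854 against 37. The remaining 4 were 4261568 and 3327504 on the reverse strand and 387990 and 3203610 on the forward strand, with 58 to 311 NT ends against 0 or 1. At 0 mM these 4 had 97, 113, 49 and 23 NT ends against 27, 13, 12 and 11, with log2 ratios of 0.928, 2.17, 1.09 and 0.154. The shallower control at 0 mM thus held more ends there than the control at 0.2 mM. By construction, the ranking favours positions with few control ends at 0.2 mM. Over all 10 at 0.2 mM, the NT log2 ratio lay between 5.88 and 7.34 and the TdT one between 5.93 and 9.75. With a pseudocount of 5 ends the lowest values were 3.66 in NT and 3.70 in TdT.

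The plasmid listed beside the chromosome took 0.339% [0.335–0.342] of ends in the NT control and 0.388% [0.385–0.391] in the NT EndoIV library at 0 mM, and 0.363% [0.361–0.366] and 0.382% [0.380–0.384] at 0.2 mM. EndoIV over control was 1.14 and 1.05. In TdT the shares were 0.0642% [0.0618–0.0666] in the control at 0 mM, and 0.0810% [0.0783–0.0838] in the control and 0.236% [0.233–0.238] in the EndoIV library at 0.2 mM, a ratio of 2.91. On the reverse strand at 0 mM the TdT EndoIV library had 0.0216% against 0.0147%, a ratio of 1.47, whereas by coverage of both strands it had 0.0579% against 0.0610%, a ratio of 0.948. By coverage at 0.2 mM, the TdT EndoIV library had 0.1926% against 0.1599% on the forward strand. On the reverse strand it had 0.276% against 0.0176%, a ratio of 15.7. The ratios of 2.91 (both strands, 0.2 mM) and 1.47 (reverse strand, 0 mM) therefore do not compare the doses on like strands. Forward-strand position 1165 was the tallest in all 4 NT libraries, with 2.12% to 4.10% of that strand's plasmid ends. Reverse-strand position 427 was the tallest in 3 of them. Its share was 5.00% (2187 ends) with EndoIV against 2.07% (404 ends) in the control at 0 mM, and 1.81% (1313 ends) against 0.244% (79 ends) at 0.2 mM, where position 2567 was the tallest of the control. In TdT, forward-strand position 2798 held 44.99% to 50.02% of that strand's plasmid ends and reverse-strand position 764 held 13.6% to 18.5% in 3 libraries. In the TdT EndoIV library at 0.2 mM the tallest positions were 1540 (2.43%) and 2569 (7.92%).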

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

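In this part, the test of reads from a nick translation library was set before its value was computed, and the tests of sequencing depth, of abasic sites and of the amount of DNA were chosen after the result was seen. Of 16 pairs of EndoIV-over-control effects (between doses within a preparation, or between preparations at a dose), 6 had opposite signs. Each effect rests on 1 library per arm, so none of the differences was tested, and opposite signs also arise by chance between unrelated effects.

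The share of ends in the 10 tallest reverse-strand positions at one depth moved in opposite directions in 4 pairs. In NT, the EndoIV library lay below its control by an effect of -0.304 percentage points at 0 mM and above it by 0.502 at 0.2 mM, a difference of 0.807. In TdT, it lay above by 1.43 at 0 mM, and the effect at 0.2 mM was -45.7, a difference of -47.2. Between the preparations, TdT minus NT, the effects differed by 1.73 at 0 mM and by -46.2 at 0.2 mM. For the differences of 0.807 and 1.73 no explanation, technical or biological, was tested; the NT shares behind them were 0.370% to 2.13%.

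The differences of -47.2 and -46.2 go back to a single library, TdT with EndoIV at 0.2 mM, whose ends were spread over many positions. Sequencing depth alone is argued against as the whole cause, since at one depth this library had 6.84 times the distinct positions of its control. Without the 1000 tallest positions of each library the ratio was 1.36, against 1.51 for the TdT pair at 0 mM. That setting does not single out this library, and at its low depth a ratio has little room to rise. Reads from an NT library mixed into this sample are argued against as well. The 10 tallest NT EndoIV positions of the reverse strand held 0.000296% of its ends against 0.869% in NT, a ratio of 0.000340. A biological explanation that the design offers is that hydrogen peroxide raised the number of abasic sites, so that EndoIV made more ends beside a fixed number at the tallest positions. A technical one is that this preparation yielded more usable DNA. Ends at the 100 tallest control positions were 0.228 times the control's, as either would give. These cannot be told apart, since 1 library per arm gives no spread between preparations of one condition and shares of a library give no amounts. NT gave no clear answer either. Its ratio of distinct positions changed by a log2 of -0.10 from 0 mM to 0.2 mM, whereas its EndoIV-enriched sites at one depth rose from 9292 to 22835 (2.46 times, or 4.31 with a pseudocount of 5), and its control-enriched calls rose as well, from 11096 to 30072. The labels give no batch, and a mislabelled sample was not tested.

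The depth-matched calls also had opposite signs in the preparations. The log2 of EndoIV-enriched over control-enriched sites was -0.26 in NT and 0.77 in TdT at 0 mM, a difference of 1.03, and -0.40 and 3.34 at 0.2 mM, a difference of 3.74. The NT sign depends on the rule: with a pseudocount of 5 ends the NT ratios were 3.47 and 1.67, above 1 as in TdT. The NT ratios were also above 1 at both doses with a minimum of 20 ends, with a ratio of 8 and under the binomial test. The TdT sign at 0 mM rests on 154 against 90 calls. It turned to 113 against 297 under the binomial test and to 377 against 666 with a ratio of at least 2, and median-bin scaling left 140 against 139. The processing is therefore a possible explanation of the sign at 0 mM and of the NT sign at 0.2 mM, while the TdT value at 0.2 mM stayed at or above 6.52 to 1 in all alternatives run and shares the open explanations of the preceding paragraph.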

How the results depend on the processing

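The alternatives to the counts of distinct positions, to recurrence by direction and to the named sites, the plasmid share by coverage and the sign-flip test, were chosen after seeing the data. Of the main results' alternatives, 26 left the value within its counting interval or, for a count of sites, within 1.5 times, 79 moved it further and 6 put it on the other side of its reference. No paired analysis was possible by replicate number because the groups share a single one. An exact two-sided sign-flip test over the 4 pairs of EndoIV and control libraries treats preparations and doses as replicates, which they are not, and cannot give a p below 0.125. Of the 4 measures tested, distinct positions and the plasmid share were above the control in 4 of 4 pairs and reached an exact p of 0.125 (0.25 after Benjamini-Hochberg adjustment); depth-matched sites gave an exact p of 0.5 and the share of the 10 tallest positions 0.875, each with 2 of 4 pairs above. The count of 4 holds only for the settings tested. The TdT plasmid pair at 0 mM rests on reverse-strand ends alone (1.47), and by coverage of both strands it lay below its control, at 0.948 (0.894 on the forward strand and 1.61 on the reverse). The TdT plasmid pair at 0.2 mM pools both strands. By coverage its ratio was 15.7 on the reverse strand, with shares of 0.1926% against 0.1599% on the forward strand. The NT ratios of distinct positions also fell below 1 at lower depths. The planned exclusion of repeated sequence, and all results that need a genome of this build, were not run. Except where a value or the construction of the alternative shows it, the cause was not tested.

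Counts of EndoIV-enriched sites moved as the rule was relaxed or tightened. In NT at 0 mM (31432 sites), a minimum of 5 ends gave 157464, a minimum of 20 gave 6644, a ratio of 2 gave 81883, a ratio of 8 gave 15163, a pseudocount of 5 gave 5152, a local peak gave 15303 and the binomial test gave 5652. In NT at 0.2 mM (120132 sites), the same changes gave 390324, 43092, 266482, 65690, 34984, 54163 and 41150. In TdT at 0 mM (322 sites), minimums of 5 and 20 ends gave 1447 and 91, ratios of 2 and 8 gave 661 and 152, a pseudocount of 5 gave 70 and the binomial test gave 132. In TdT at 0.2 mM (216151 sites), minimums of 5 and 20 ends gave 427042 and 116089, a local peak 67511 and the binomial test 72866. Ratios of 2 and 8, a pseudocount of 5 and median-bin scaling stayed within 1.5 times. The ratio and the scaling are weak checks here, because the control had ends at only 2.12% of positions. At a position without control ends, 10 EndoIV ends pass a ratio of 2, 4 or 8 under any scaling. EndoIV-enriched calls outnumbered control-enriched calls at full depth under each size rule run. The binomial test turned this in NT at both doses (5652 against 7073, 41150 against 94942) and in TdT at 0 mM (132 against 353). Median-bin scaling moved the split in TdT at 0 mM from 322 against 69 to 259 against 114, and at one depth from 154 against 90 to 140 against 139.

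At one depth, where control-enriched calls were the more numerous in NT (EndoIV-enriched over control-enriched 0.837 and 0.759), the order turned at both doses with a minimum of 20 ends (1.59 and 1.24), a ratio of 8 (1.23 and 1.09), a pseudocount of 5 (3.47 and 1.67) and the binomial test (2.12 and 1.29). The NT order stayed at both doses with a minimum of 5 ends, a ratio of 2, median-bin scaling and a local peak. In TdT at 0 mM the order turned with a ratio of 2 (377 against 666) and the binomial test (113 against 297).

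The ratio of sites at 0.2 mM over 0 mM stayed above 1 in all alternatives run. In NT (2.46), it was 1.36 with a minimum of 5 ends, 4.29 with 20, 1.64 with a ratio of 2, 2.74 with 8, 4.31 with a pseudocount of 5, 2.66 with median-bin scaling, 2.37 with a local peak, 3.70 with the binomial test and 3.82 without thinning. In TdT (220), it was 105 with a minimum of 5 ends, 91.2 with a ratio of 2, 457 with 8, 558 with a pseudocount of 5, 104 with a local peak, 327 with the binomial test and 338 without thinning. The TdT ratio is limited by depth, since its denominator was 36 to 667 sites at one depth. It also compares unequal numbers of ends outside the tallest positions, which thinning to one total did not equalise.

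Counts of NT sites with a TdT partner moved with the rule. At 0 mM (7), a minimum of 5 ends gave 51, a minimum of 20 gave 1, a ratio of 2 gave 21, a ratio of 8 gave 2, a pseudocount of 5 gave 0, a local peak 2, the binomial test 1 and a partner within 2 positions 39. At 0.2 mM (9339), the same changes gave 28928, 3788, 22221, 4066, 3326, 666, 3650 and 18289. The local peak thus left fewer partners (666) than the binomial test (3650), although it kept more NT sites. NT sites shared by the doses (7131) came to 23773 and 3053 with minimums of 5 and 20 ends, 27825 and 2571 with ratios of 2 and 8, 2321 with a pseudocount of 5, 2259 with a local peak, 4607 with the binomial test and 12254 with a partner within 2 positions. Wider partners find more by construction.

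The correlation between preparations in 10 kb bins was -0.229 at 0 mM when each position was counted once (-0.0282 otherwise), and at 0.2 mM this change turned it from -0.148 to 0.159. Bins of 1 and 100 kb and coverage in place of ends kept it within its bootstrap interval; at 0 mM the 100 kb value was 0.0173.

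Plasmid shares by coverage in place of ends were 0.334% (NT control) and 0.367% (NT EndoIV) at 0 mM and 0.367% and 0.372% at 0.2 mM. In TdT at 0 mM they were 0.0610% (control) and 0.0579% (EndoIV) over both strands. On the reverse strand alone they were 0.0104% (control) and 0.0168% (EndoIV). The TdT control at 0.2 mM had 0.0781% over both strands. The order of EndoIV above control was kept in NT at both doses.

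Distinct positions, EndoIV over control, depended on the depth chosen. Thinned to 1000000 ends, the NT ratios were 1.03 at 0 mM and 0.973 at 0.2 mM, the latter on the other side of 1 from 1.01, and the TdT ratios 1.72 and 7.40. Without the 1000 tallest positions of each library, they were 0.99953 and 0.984 in NT, both on the other side of 1, and 1.51 and 1.36 in TdT. The last setting also lowered the depth to 149853 ends, at which the TdT EndoIV library of 0.2 mM had 105875 distinct positions and a ratio has little room to rise. At that depth with all positions kept, the ratios were 0.982 and 0.939 in NT, both on the other side of 1, and 1.42 and 7.97 in TdT. A second seed changed none of the 4 ratios beyond counting error. The NT ratios kept no one side of 1 over these settings, and the TdT ratios stayed above 1 in all of them.

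For the 10 named sites, a pseudocount of 5 or median-bin scaling kept all log2 ratios positive, from 3.66 in NT and from 3.44 in TdT. Recurrence of NT sites between doses at one depth rose from 15.8 to 104 for EndoIV-enriched and from 23.1 to 32.1 for control-enriched positions, relative to shift means that fell with the shorter lists; the share of positions that recurred went from 22.7% to 29.2% and from 15.0% to 12.4%.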

Other observations

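Of the tests in this part, those of matched positions and of recurrence at one depth were set before their values were computed, the latter after the recurrence at full depth was known. The tests of sequencing depth on the NT calls, of recurrence in opposite directions and of the coverage profile were chosen after the result was seen.

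The excess of EndoIV-enriched over control-enriched calls in NT at full depth (31432 against 9663 at 0 mM, 120132 against 52365 at 0.2 mM) may come from depth, since the EndoIV libraries were deeper. At one depth the ratio of calls was 0.837 at 0 mM and 0.759 at 0.2 mM, both under 1. Depth is argued against for the taller sites: with a pseudocount of 5 ends, which asks for more ends where the control has none, the ratios at one depth were 3.47 and 1.67. They were 1.59 and 1.24 with a minimum of 20 ends and 2.12 and 1.29 under the binomial test. Other rules kept the ratios under 1: a local peak (0.658 at 0 mM and 0.750 at 0.2 mM) and median-bin scaling (0.837 and 0.926). So did a minimum of 5 ends (0.796 and 0.645) and a ratio of 2 (0.693 and 0.643). The argument against depth therefore does not extend to the calls of these rules. What stays open is whether the low-count calls in both directions are uneven amplification, which the files cannot show because duplicate handling is not stated.

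The NT positions called at both doses are the least expected pattern if each call were noise. A hypothesis that tall positions of any library recur irrespective of arm is argued against: positions called in opposite directions coincided at most 1.90 times as often as their local shifts, against 15.8 and 23.1 for positions called in the same direction. Depth is argued against too, since at one depth the smaller same-direction value (32.1) was 15.9 times the larger opposite-direction value (2.02). The arms may therefore differ at particular positions in a way that recurs in separate libraries, in both directions and without hydrogen peroxide. EndoIV acting at fixed positions is a candidate explanation for the EndoIV-enriched ones, but it offers nothing for control-enriched positions that recur; a step shared by both control libraries, such as a difference in the reaction that the labels leave unsettled, could give both. Neither was tested, and the labels give no batch.

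Coincidence of NT and TdT sites at 0.2 mM might be read as detection of the same nicks. The offset profile was broad, and positions that give ends in any library are a possible explanation for much of it. Its maximum was on the same strand, and not on the opposite strand set beforehand for reads of a single nick. Uncalled NT positions matched on the summed ends of both libraries coincided 2.45 times as often as their shifts, so that the EndoIV-enriched sites at 3.07 exceeded them by a factor of 1.25; matched on EndoIV ends alone the factor was 0.989. Neither match equals the sites in both libraries separately, so the factor depends on which is used. The factor of 1.25 lies between the 1.2 set as the limit for this explanation and the 1.5 set against it, and control-enriched sites, at 0.650 of their matched positions, coincided less, which goes against it. Shared nicks and shared position preferences cannot be told apart here, because both raise coincidence at the same places and no base sequence was used.

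The rise and fall of coverage along the chromosome may be gene dosage in growing cells, in which positions near the replication origin are present in more copies. This explanation needs a peak and a trough about opposite each other on the circle. In the NT control at 0 mM they lay 47.8% of the chromosome apart, and over the other libraries the distance was 43.5% to 50% by median coverage and 39.1% to 50% by positions with ends, the lowest values in the sparse TdT control at 0 mM. The fit to log2 median coverage had an R-squared of 0.843 to 0.9496. The profile was seen in controls and EndoIV libraries alike, so a count of sites at full depth is open to it: positions near 4050000 have a fitted coverage 3.70 to 4.07 times that near 1650000 in NT. The position of the origin in this build was not used here, and GC content was not tested.

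On the plasmid, reverse-strand position 427 had a share 2.42 times the control's at 0 mM and 7.43 times at 0.2 mM in NT, whereas forward-strand position 1165 had 0.909 and 1.81 times. No explanation of these values was tested.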
